# Activation of AcvR1-Mediated Signaling Results in Semilunar Valve Defects

**DOI:** 10.3390/jcdd9080272

**Published:** 2022-08-16

**Authors:** Shabber Syed, Sudha Rajderkar, Jeffrey M. Mann, Travis Hawkins, Bingrou Wu, Bin Zhou, Yukiko Sugi, Yuji Mishina, Vesa Kaartinen

**Keywords:** valve defects, TGF-beta superfamily signaling, calcification

## Abstract

Calcific aortic valve disease (CAVD) is a common cardiac defect, particularly in the aging population. While several risk factors, such as bi-leaflet valve structure and old age, have been identified in CAVD pathogenesis, molecular mechanisms resulting in this condition are still under active investigation. Bone morphogenetic protein signaling via the activin type I receptor (AcvRI) plays an important role during physiological and pathological processes involving calcification, e.g., bone formation and heterotopic ossification. In addition, AcvRI is required for normal cardiac valve development, yet its role in aortic valve disease, if any, is currently unknown. Here, we induced the expression of constitutively active AcvRI in developing mouse embryos in the endocardium and in cells at the valve leaflet–wall junction that are not of endocardium origin using the *Nfac1Cre* transgene. The mutant mice were born alive, but showed thickened aortic and pulmonary valve leaflets during the early postnatal period. Adult mutant mice developed aortic stenosis with high frequency, sclerotic aortic valves, and displayed Alcian Blue-positive hypertrophic chondrocyte-like cells at the leaflet–wall junction. Calcification was only seen with low penetrance. In addition, we observed that the expression levels of gene sets associated with inflammation-related cytokine signaling, smooth muscle cell contraction, and cGMP signaling were altered in the mutants when compared with those of the controls. This work shows that, in a mouse model, such continuous AcvRI activity in the *Nfatc1Cre* recombination domain results in pathological changes in the aortic valve structure and function.

## 1. Introduction

Cardiac valve defects are among the most common congenital birth defects in humans [1]. They can be isolated [2], or they can occur in conjunction with other congenital cardiac defects or other known syndromes affecting multiple organs [3,4,5,6]. Cardiac valves are needed for coordinated unidirectional blood flow. Valve development starts with the formation of endocardial cushions in the outflow tract (OFT) and in the atrio-ventricular junction (AVJ) of the embryonic heart. Hyaluronic-rich extracellular matrix (cardiac jelly) is deposited between the endocardial and myocardial cell layers, followed by mesenchymal cell invasion into the acellular cushions. In the AVJ and proximal OFT, these mesenchymal cells are formed from the endocardium via endocardial-to-mesenchymal transformation (EndMT), while the distal OFT cushions are populated by mesenchymal cells that have their origin in the cardiac neural crest [7]. In addition, the second heart field makes an important contribution to aortic valve development [8,9]. Subsequently, the OFT endocardial cushions undergo complex steps of remodeling and maturation, resulting in the formation of functional cardiac valve leaflets, which are composed of three stratified layers of extracellular matrix interspersed with valve interstitial cells (VICs) [10]. These steps are controlled by morphogenetic signaling pathways and their target transcription factors. For instance, bone morphogenetic proteins (BMPs) induce the key chondrogenic factor Sox9, which is required for cardiac valve precursor cell expansion and ECM organization [11,12].

Bone morphogenetic proteins (BMPs) belong to the TGF-β superfamily of growth factors, which, together with other morphogens, regulate both embryogenesis and postnatal tissue growth and homeostasis [13,14,15]. They were originally discovered as “bone-forming” factors [16], but were subsequently shown to play critical roles in practically all cell types and organ systems during embryogenesis, tissue homeostasis, regeneration, and aging [17,18]. In addition, it has been shown that uncontrolled or defective BMP signaling in humans can result in pathological conditions, e.g., congenital birth defects and malignant growth [19,20,21].

Activin receptor I (AcvRI, Alk2) is one of the BMP type I receptors [13,22]. In humans, loss of function mutations in the *ACVR1* gene result in congenital cardiac defects affecting the valve and septum formation [23,24], while gain of function mutations lead to the rare but fatal fibrodysplasia ossificans progressiva (FOP) disease, characterized by aberrant heterotopic ossification [25]. Similarly, in transgenic animal models, constitutive activation of AcvRI has been shown to result in ectopic bone formation [26,27], whereas loss of function mutations result in different cardiac defects depending on the cell type harboring the mutated receptor [28,29]. Using an accurate genetic mouse model for FOP (*Acvr1^R206H^*), Lees-Shepard et al. were able to show that fibro/adipogenic progenitor cells are a major contributor to heterotopic osteogenic changes in FOP disease [30]. Our previous studies showed that, during mouse embryogenesis, the *Acvr1* gene is exceptionally strongly expressed in endocardial cells, and that cell type-specific deletion of *Acvr1* in endothelial cells and in the cushion mesenchyme results in defective endocardial cushion formation and in valve defects, respectively [31,32]. However, the effect of enhanced AcvRI-mediated signaling on cardiac valve development is currently unknown. Herein, we show that *Acvr1* is expressed in several cardiac cell types in postnatal mice, and that activation of AcvRI in the *Nfatc1Cre* recombination domain (endocardium and its derivatives, as well as the leaflet–wall junction) results in the formation of thickened semilunar valves, chondrogenic changes in the valve leaflet–wall junction, and functional aortic valve defects.

## 2. Materials and Methods

Mice: Transgenic mice carrying the Cre-activatable constitutively active *Acvr1* transgene (caAcvr1) and knock-in mice carrying the ires-Cre-PA cassette in the Nfatc1 locus (*Nfatc1Cre*) have previously been described [33,34]. Mutant (caAcvr1(+):*Nfatc1Cre* (+)) and control (either caAcvr1(−):*Nfatc1Cre* (+), caAcvr1(+):*Nfatc1Cre* (−), or caAcvr1(−):*Nfatc1Cre* (−)) embryos/mice were obtained by crossing *caAcvr1* mice with *Nfatc1Cre* mice. *Gt(ROSA)26Sor^tm4(ACTB-tdTomato,-EGFP)Luo^*/J was obtained from the Jackson Laboratory (stock #7576). All of the experiments involving the use of mice were carried out according to federal and institutional guidelines (protocol number PRO00007157).

Histology, immunohistochemistry, and *X-gal* staining: For paraffin embedding, tissues were fixed in 4% p-formaldehyde (pFA) overnight at 4 °C and processed through a graded series of ethanol for paraffin embedding. Embedded tissues were sectioned (7 μm). Hematoxylin and Eosin staining was performed according to standard procedures. For frozen sectioning, fixed tissues (4% pFA overnight) were processed to 30% sucrose in PBS, embedded in OCT, and cryosectioned (10 μm). For *lacZ*-staining, tissues were fixed at 4% pFA for 15 min, washed in a detergent wash solution, processed through 10% and 30% sucrose in PBS solutions (overnight), and embedded either in the Tissue-Tek^®^ OCT compound or 7% gelatin/15% sucrose [29]. After cryosectioning (10 μm), the sections were stained in the X-gal staining solution described in [35]. After overnight staining, the sections were postfixed, dehydrated, mounted on glass slides, and photographed. For immunohistochemistry, antigens were retrieved using the acidic citrate method. The following antibodies were used: Sox9 (Santa Cruz sc20095), Aggrecan (Chemicon AB1031), Wnt7a (LSBio LS-C335567), and Opg (Sigma O1139). Primary antibodies were detected using Alexafluor-488-labeled secondary antibodies (Life Sciences Technology), and the sections were mounted with Vectashield (with DAPI) (Vector Labs Inc., Burlingame, CA, USA). Masson’s trichrome staining was performed using a Trichrome Kit (Sigma-Aldrich, St. Louis, MO, USA) according to the manufacturer’s instructions. For Alcian Blue, sections were stained for 15 min in an Alcian Blue staining solution (0.1%/0.5% acetic acid, pH 3.1), followed by counterstaining with nuclear fast red (Vectastain). Alizarin Red staining was performed as described in [35].

Echocardiography, blood pressure, and heart rate measurements (these analyses were performed at Frankel Cardiovascular Center Physiology and Phenotyping Core): Anesthesia was induced in an enclosed container filled with 4% isoflurane. Subsequently, the mice were placed on a warming pad to maintain body temperature. Then, 1–1.5% isoflurane was supplied via a nose cone. The hair was removed from the upper abdominal and thoracic area with depilatory cream. ECG was monitored via non-invasive resting ECG electrodes. Transthoracic echocardiography was performed in the supine or left lateral position. Two-dimensional, M-mode, Doppler, and tissue Doppler echocardiographic images were recorded using a Visual Sonics’ Vevo 770 high-resolution in vivo micro-imaging system. The LV ejection fraction was measured from the two-dimensional long axis view. The systolic and diastolic dimensions and wall thickness were measured using the M-mode in the parasternal short axis view at the level of the papillary muscles. Fractional shortening and ejection fraction were also calculated from the M-mode parasternal short axis view. Diastolic function was assessed by conventional pulsed-wave spectral Doppler analysis of mitral valve inflow patterns (early (E) and late (A) filling waves). Doppler tissue imaging (DTI) was used to measure the early (Ea) diastolic tissue velocities of the septal and lateral annuluses of the mitral valve in the apical four-chamber view. Echo was performed on four-month-old *caAcvr1:Nfatc1Cre* mutants, along with male and female control animals of the same ages. Blood pressure and heart rate were measured using the IITC Life Science tail cuff plethysmography blood pressure system (Frankel Cardiovascular Center Physiology and Phenotyping Core).

RNA-Seq: Aortic valve tissues were collected in 100–200 μL of commercially available (Qiagen, Hilden, Germany) RLT buffer. Total RNAs were isolated using a Qiagen RNeasy Mini Kit, Cat. No. 74104. Sequencing libraries were prepared by the University of Michigan DNA Sequencing Core and reads were generated on Illumina HiSeq4000. The read files were downloaded and concatenated into a single.fastq file for each sample. The quality of the raw read data for each sample was checked using FastQC (version 0.10.0) to identify the features of the data that may indicate quality problems (e.g., low-quality scores, over-represented sequences, and inappropriate GC content). The Tuxedo Suite software package was used for alignment, differential expression analysis, and post-analysis diagnostics. Reads were aligned to mm^10^ (mus musculus assembly July 2011) using Bowtie2 (version 2.1.0). Cufflinks/CuffDiff (version 2.1.1) was used for expression quantitation and differential expression analysis, using reference genome sequence reference transcriptome annotation (GEO Submission GSE122106). Impacted signaling pathways and Gene Ontology terms were identified using iPathwaysGuide (Advaita).

Statistical assays: Three or more independent samples were analyzed in each assay (details given in figure texts). The averages, standard errors, and probabilities (non-parametric Mann–Whitney test) were calculated, and *p*-values of less than 0.05 were marked as significant.

## 3. Results

### 3.1. Acvr1 Is Expressed in Adult Semilunar Valves

To identify cell types expressing *Acvr1* in postnatal mice, we used the *Acvr1-nlsLacZ-BAC* reporter mouse line (Figure 1A), which has been shown to faithfully recapitulate endogenous gene expression [29]. Most of the endocardial cells covering both the aortic and pulmonary valve leaflets, as well as a subset of valvular interstitial cells (VICs) and valve wall cells, were stained positive for reporter activity (Figure 1B–D). A recently included *Nfatc1Cre* mouse line [34] induced robust recombination in endocardial cells, including those covering the OFT and AVJ cushions at E11 (Figure 1E) and the aortic and pulmonary valves at P1–P7 (Figure 1F–I). In addition, *Nfatc1Cre*-induced recombination was seen in the endocardium-derived mesenchymal cells of the OFT and AVJ cushions, in VICs, and in cells in the leaflet–wall junction region (Figure 1E–I), but not in the myocardium or smooth muscle. The number of positively stained VICs, particularly of the cells in the leaflet–wall junction region, appeared to be higher in samples harvested from *Nfatc1Cre* mice than in those harvested from *Tie2Cre* mice (Figure 1J), suggesting that some of the positively stained cells are not of endocardial origin in *Nfatc1Cre* mice. To examine the effect of constitutive activation of AcvRI on cardiac valve development (Figure 2A), the *Nfatc1Cre* knock-in mice were crossed with mice carrying the Cre-inducible constitutively active (Q207D) transgene [33].

### 3.2. caAcvr1:Nfatc1Cre Mutants Are Viable, but Show Functional Defects in the Heart

Genotypically mutant mice were born alive and appeared grossly normal until approximately 10 days of age. Subsequently, they became distinguishable from the control littermates by their smaller size and shorter tails. In addition, they showed accumulation of ectopic cartilage and bone at their distal joints, particularly in their hind limbs [26]. Despite these pronounced external phenotypes, many of the mutant mice survived to adulthood. Owing to worsening limb defects, the mutant mice gradually became poorly ambulatory and had to be euthanized at four months of age. The cardiac function of adult *caAcvr1:Nfatc1Cre* mice was analyzed by echocardiography (Figure 2). In addition, heart rate and blood pressure measurements were recorded (Figure 2). The most common finding was aortic valve stenosis, present in approximately 50% of the examined mutants (8/16) (Figure 2E). Other findings included aortic insufficiency (4/16; Figure 2F) and elevated mitral inflow velocity (2/16) (data not shown). *CaAcvr1* mice without the *Nfatc1Cre* transgene or *Nfatc1Cre* mice with the *caAcvr1* transgene did not show any observable phenotypes and were used as controls. Taken together, the enhancement in AcvRI-mediated signaling in valve precursor cells resulted in partially penetrant defects in aortic valve functioning.

### 3.3. caAcvr1:Nfatc1Cre Mutants Show Thickened Valve Leaflets and Wall Defects

Previous studies have shown that AcvRI is required for endocardial-to-mesenchymal transformation (EndMT), a critical step in normal endocardial cushion development in both OFT and AVJ [36]. As the *Nfatc1Cre* driver becomes active by this time, we examined the OFT cushions at E11.5 to determine if the postnatal valve function might be contributed to by abnormalities in this early event. Both the control and mutant cushions appeared grossly similar in size and shape, suggesting that constitutive activation did not result in excessive EndMT during the development of cardiac valve primordia (Figure S1A,B, Supplementary Materials). Furthermore, other morphological processes sensitive to cushion abnormalities (heart looping, OFT rotation, and AV and OFT septation) occurred successfully in the AcvRI mutants (data not shown), suggesting that OFT and AV cushion development was not drastically affected during gestation. Next, we examined early neonatal (P3) aortic valve morphology by serial sectioning. All of the hearts had three aortic valve leaflets, but those in the mutants were all noticeably thicker than those in the littermate controls (Figure S1C,D). Consistent with the histological findings at P3, the aortic valve leaflets in the adult (four-month-old) mutants were also significantly thicker than those of the littermate controls in both the transverse (Figure 3) and sagittal (Figure S2) orientations relative to the aortic trunk. In addition, aberrant blood-filled sinuses were found in both the interleaflet triangle extending into the apex of the commissure of adjacent right and non-coronary leaflets (Figure 3E,F,H,I), and proximal and lateral to a non-coronary leaflet sinus wall (Figure 3E,F,E’,F’). Similar thick leaflets and wall defects, as well as occasional bi-leaflet valve structures, could be seen in mutant pulmonary valves (data not shown). To examine whether the sinus formed at the border between the cardiac fibrous skeleton and muscle layers, immuno-fluorescence was used to detect smooth (anti-SmαA) and cardiac muscle (MF20) (Figure 3H,I). This demonstrated that the aberrant blood-filled sinuses were formed within the fibrous tissue, and not in the interphase between the fibrous tissue and differentiated muscle.

### 3.4. Hypertrophic Cartilage-like Cells and Calcification in caAcvr1:Nfatc1Cre Mutant Valves

Further histological examination revealed that, in the adult mutants, hypertrophic chondrocyte-like cells could be found in the distinctive fibrous cord at the aortic valve leaflet–wall junctions (compare Figure 4A,D), a region recombined by *Nfatc1Cre* (Figure 1F,H,I). These cells were surrounded by the proteoglycan-rich matrix, as indicated by Alcian Blue staining (Figure 4F). Moreover, a subset of the mutants (1/6 *caAcvra:Nfatc1Cre*, 0/6 controls) displayed Alizarin Red-positive calcium deposits (Figure 4E,G). Although no overt chondrocytic or mineralized areas were present in the mutant leaflets themselves, fibrillar collagen, usually restricted to the “fibrosa” layer predominantly at the aortic face of the leaflet [37] (blue stain in the control, Figure 4C), could be detected in a greater amount and more widely distributed throughout thickened mutant leaflets (Figure 4H), suggesting that, in addition to leaflet thickening, the matrix architecture was altered in the aortic valve leaflets of the *caAcvr1:Nfatc1Cre* mutants.

### 3.5. Enhanced AcvRI Signaling Resulted in Changes in the Gene Sets Associated with Cytokine Signaling, Vascular Smooth Muscle Contraction, and cGMP Signaling

Next, we harvested aortic valve tissues from four-month-old control and mutant mice and subjected them to genome-wide RNA-Seq transcriptome analysis. 

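Aortic valve RNA of control and caAcvr1:Nfatc1Cre mice aged 4 months gave 3 control and 3 mutant libraries, which were sequenced on an Illumina HiSeq and aligned to mm10 with Bowtie2. The paper's text does not say how many mice went into each library. The deposited labels call the controls wild type, and the paper's methods do not say which control genotypes were sequenced. For each of 23107 genes, listed by symbol, the authors deposited the number of fragments that Cuffdiff assigned to it in each library, not normalized for library size. Between 1.66% and 1.87% of the values per library were not whole numbers and were rounded. The totals were 55728852, 48524674 and 46180667 fragments in control replicates 1, 2 and 3, and 53129462, 38299836 and 32218345 in mutant replicates 1, 2 and 3. Counts were normalized for library size with the TMM method of edgeR and are given as CPM, which scales every library to the same total. The 15354 genes with at least 10 counts in at least 3 of the 6 libraries were compared with the quasi-likelihood F test of edgeR, which is two-sided, and p-values were adjusted by the Benjamini-Hochberg method. Acvr1 itself lies on chromosome 2 of GRCm38 (the assembly also called mm10) from 58388644 to 58567157. The deposited counts list Acvr1 once, so that fragments of the transgene and of the endogenous gene are not told apart. Its level was 49.1, 60.5 and 67.4 CPM in control replicates 1, 2 and 3, and 56.5, 57.9 and 49.9 CPM in the corresponding mutant replicates. Its log2 fold change, mutants against controls, was -0.11 (standard error 0.14, adjusted p = 0.999 from the edgeR test), and it ran from -0.22 without control replicate 1 to -0.0039 without control replicate 3. Nfatc1, whose promoter drives the Cre recombinase, was read at 138 ± 22.9 CPM (SD, n = 3) in the controls and 161 ± 24.3 CPM (SD, n = 3) in the mutants, with overlapping groups.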

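Between the mutant and control valves, 0 of the 15354 genes tested had an adjusted p under 0.05 in the edgeR test, and the smallest adjusted p was 0.999. At an unadjusted p under 0.05 there were 529 genes, 244 higher and 285 lower in the mutants, where chance alone gives 768. In 620 genes all 3 mutants lay above all 3 controls, and in 742 genes all lay below. Together these make 8.87% of the genes tested, and chance gives 10%. Of the alternative settings with an adjusted p, the test in DESeq2 moved the count most, to 26 genes, of which 21 were higher and 5 lower in the mutants. Of the genes whose groups did not overlap, the smallest unadjusted p among those higher in the mutants belonged to Igj (Jchain), which encodes the joining chain of immunoglobulins and lies on chromosome 5 from 88519809 to 88527891. Igj was read at 0.425 ± 0.186 CPM (SD, n = 3) in the controls, from 11 to 31 counts per library, and at 4.38 ± 1.41 CPM (SD, n = 3) in the mutants, from 129 to 234 counts. Its log2 fold change was 3.36 (standard error 0.47, adjusted p = 0.999 from the edgeR test). The next smallest p-values belonged to Ms4a6d, Adra2b, Slc12a8 and Cdv3, with log2 fold changes of 0.88, 1.40, 0.85 and 0.53. Among the genes lower in the mutants, Rapgef5, Lrg1, Spsb2 and Crabp2 had log2 fold changes of -0.64, -0.80, -0.58 and -2.77. Rapgef5 fell from 25.6 ± 1.53 CPM (SD, n = 3) to 16.4 ± 0.737 CPM (SD, n = 3), a change larger than the spread between replicates. Each of these genes had an adjusted p of 0.999 in the edgeR test, and in DESeq2 each had an adjusted p under 0.05, from 1.0e-08 for Igj to 0.0325 for Crabp2. In the edgeR fits that each left out one library, their adjusted p-values were at least 0.949.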

Of the 181 differentially expressed genes (*p* < 0.05), 93 were up-regulated (fold change ≥ 0.17) and 88 were down-regulated (fold change ≤ 1.5). Pathway analysis (iPathway, Advaita) showed that the genes associated with cytokine signaling and vascular smooth muscle contraction were among the most affected in the *caAcvr1* mutant aortic valve tissues (Figure 5). 

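The genes in the authors' pathways are not listed in the paper's text, so 4 lists of pathway members were written from general knowledge. Each list was tested with camera at an inter-gene correlation preset at 0.01, with adjustment over the 4 lists. Camera is a two-sided test of whether the members of a list shift, on balance, up or down relative to the other genes. Members that change in opposite directions cancel in it. The vascular smooth muscle contraction list had 107 genes tested, of which 70 were lower and 37 higher in the mutants. Their mean log2 fold change was -0.20 relative to that of the other genes (adjusted p = 0.00015 from camera in limma). The mean log2 CPM of its members was 5.30, 5.40 and 5.29 in control replicates 1, 2 and 3, and 5.04, 5.21 and 5.22 in the corresponding mutant replicates, so that every mutant lay below every control (exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 allow). Without control replicate 2 the difference relative to the other genes was -0.14. With a score of smooth muscle marker genes as a covariate, an alternative chosen after seeing the data, it was -0.076. With the correlation between members estimated from the data, the adjusted p was 0.254, and in the rotation test fry it was 0.458. In both, 0 of the 4 lists had an adjusted p under 0.05. The cytokine-cytokine receptor interaction list, with 187 genes tested, had a mean difference of 0.13 (adjusted p = 0.151 from camera in limma), and 103 of its members were higher and 84 lower in the mutants. The result for this list depended on single libraries. Its difference was 0.06 without mutant replicate 2, and its adjusted p from camera in limma was 0.0154 without mutant replicate 1 and 0.0388 without mutant replicate 3, within a range of 0.0154 to 0.856 over the 6 fits that each left out one library. For chemokine signaling, with 165 genes tested, the mean difference was 0.11 (adjusted p = 0.284 from camera in limma). One member of the chemokine and cytokine lists, Ccl21a, went from 1 count in control replicate 3 to 1193 in mutant replicate 1, which makes its own level uncertain.

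**Figure D1:**
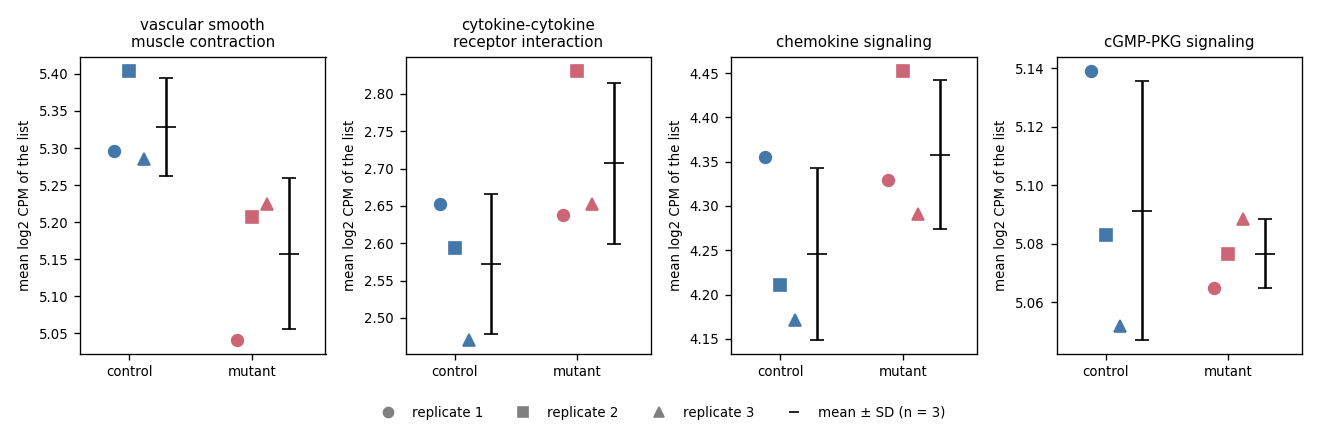
Mean log2 CPM of the members of each of the 4 pathway lists (vertical axis, a separate scale for each list) in the 3 control and 3 mutant libraries. Each point is a library and the bars are the mean ± SD; the vascular smooth muscle contraction list lies between 5.04 and 5.22 in the mutants and between 5.29 and 5.40 in the controls, while the groups overlap for the other lists.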

The BMP synexpression genes (*Smad6, Bambi, Bmpr2*, and *Msx1*) were not altered in the mutant aortic valve tissues, suggesting that BMP signaling was not any more elevated in the adult valve leaflets of the *Acvr1:Nfatc1Cre* mutants. Similarly, the synexpression genes of canonical Wnt signaling (*Axn2* and *Fzd1*), Fgf signaling (*Spry2* and *Erm*), or Shh signaling (*Ptch1* and *Sall1*) were not affected in the mutant valve tissues compared with those of the controls.

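Of the BMP synexpression genes, Smad6 (chromosome 9, 63953076 to 64022059) was read at 257 ± 37.5 CPM (SD, n = 3) in the controls and 344 ± 53.5 CPM (SD, n = 3) in the mutants. The log2 fold change of Smad6 was 0.42 (standard error 0.17, adjusted p = 0.999 from the edgeR test), its unadjusted p was 0.0434, and its groups overlapped. Bambi had a log2 fold change of 0.07 (standard error 0.16), Bmpr2 one of -0.14 (standard error 0.17; -0.04 without control replicate 2) and Msx1 one of 0.04 (standard error 0.21), each smaller than its standard error. The direction of Bambi and Msx1 rested on control replicate 2, without which their log2 fold changes were -0.08 and -0.18, and with sample quality weights in limma-voom they were -0.02 and -0.07. The counts of these 4 genes ran from 238 for Bmpr2 in mutant replicate 3 to 18945 for Smad6 in mutant replicate 1. From the expression of these genes, the paper proposes that BMP signaling was no longer elevated in adult mutant leaflets.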

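For canonical Wnt signaling, Axin2 (Axn2) was read at 11.1 ± 2.38 CPM (SD, n = 3) in the controls and 12.5 ± 2.34 CPM (SD, n = 3) in the mutants, and its log2 fold change was 0.17 (standard error 0.21), and 0.02 without mutant replicate 2. Fzd1 changed by a log2 fold change of -0.40 (standard error 0.25), which was -0.12 without control replicate 2. For Fgf signaling, the log2 fold change was 0.07 (standard error 0.21) for Spry2 and -0.19 (standard error 0.14) for Etv5, the current symbol of Erm, which ran from -0.31 without mutant replicate 2 to -0.10 without mutant replicate 1. Spry2 had a log2 fold change of -0.01 both without mutant replicate 2 and without mutant replicate 3. For Shh signaling, Ptch1 had a log2 fold change of -0.51 (standard error 0.32), which was -0.07 without control replicate 2, where it was read at 14.1 CPM against 7.07 and 6.57 CPM in the other controls. Sall1 had a log2 fold change of -0.41 (standard error 0.28), and -0.15 without control replicate 3. In each of these 6 genes the groups overlapped and the adjusted p from the edgeR test was 0.999.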

In addition, we analyzed the protein localization of Sox9 and Aggrecan (key proteins implicated in the pathogenesis of aortic valve disease), as well as Wnt7a and Opg (which showed altered expression in RNASeq) using immunohistochemistry (Figure 6). 

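In the RNA-Seq counts, Wnt7a (chromosome 6, 91363981 to 91411363) was read at 5.04 ± 1.91 CPM (SD, n = 3) in the controls and 16.5 ± 5.67 CPM (SD, n = 3) in the mutants, from 196 to 333 counts per control library and from 317 to 1054 per mutant library. Its log2 fold change was 1.71 (standard error 0.36), and the 6 fits that each left out one library gave 1.53 to 2.06. Opg is listed as Tnfrsf11b (chromosome 15, 54250619 to 54278484). It was read at 29.8 ± 1.14 CPM (SD, n = 3) in the controls and 15.8 ± 4.52 CPM (SD, n = 3) in the mutants, a log2 fold change of -0.92 (standard error 0.22). Leaving out one library at a time gave log2 fold changes of Tnfrsf11b from -1.13 to -0.71. For both genes the groups did not overlap (exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 allow). Over all genes tested, the adjusted p of both genes was 0.999 in the edgeR test. In DESeq2, Wnt7a had an adjusted p of 0.00709, against at least 0.949 in the edgeR fits without each library in turn, and Tnfrsf11b was not under 0.05. A list of 20 genes was taken from the paper, of which 19 could be tested in edgeR. The list holds the genes named for the RNA-Seq, Acan, which the paper names for its protein, and 4 named otherwise (Acvr1, Nfatc1, Npr2 and Nppc). Adjusted over the list alone, 2 of them had an adjusted p under 0.05 (Wnt7a and Tnfrsf11b, both 0.0347), and over all genes 0 had. Without those 4 genes the adjusted p of both was 0.0274, a list chosen after seeing the data. The paper chose both genes on these same libraries, so the first count is not independent evidence.

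**Figure D2:**
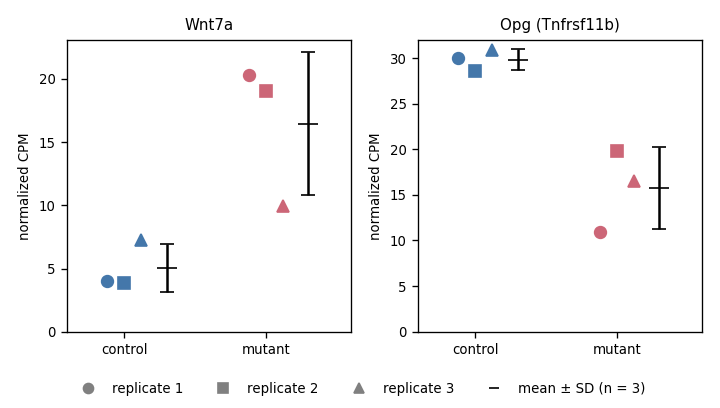
Normalized CPM of Wnt7a and of Opg (Tnfrsf11b) in the 3 control and 3 mutant libraries, with the vertical axes starting at 0. Each point is a library and the bars are the mean ± SD; Wnt7a lies between 9.95 and 20.3 CPM in the mutants and between 3.88 and 7.24 CPM in the controls, and Opg between 10.9 and 19.9 CPM in the mutants and between 28.6 and 30.9 CPM in the controls.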

Concordant with the increased chondrogenic differentiation in the mutant valve leaflet–wall junctions, we could detect more Sox9 nuclear fluorescence and higher levels of Aggrecan in the mutants than in the controls. Moreover, the overall fluorescence of Wnt7a was higher and Opg was lower in the mutants than in the controls, implying that, at least in the case of these gene products, the observed changes at the RNA level could also be seen at the protein level.

## 4. Discussion

AcvRI-mediated signaling is required for appropriate cardiac and vascular development [28,32,36], while gain-of-function mutations in the *AcvrI* gene result in heterotopic ossification in the rare, but fatal FOP disease [25]. To examine whether AcvRI also plays a role in the formation of calcific aortic valves, we generated mice that display constitutive activation of AcvRI in the endocardium and in non-endocardium-derived cells at the leaflet–wall junction. Our results showed that the mutant *caAcvr1:Nfatc1Cre* mice display thickened sclerotic aortic valve leaflets, chondrogenic changes in the leaflet–wall junction, functional valve defects with variable penetrance, and occasional calcific lesions.

Previous studies have suggested that the morphogenetic signaling pathways involved in cardiac valve development are also involved in the pathogenesis of cardiac valve disease [38]. Mutations in the *Notch1* gene have been shown to result in aortic valve calcification in both humans and animal models [39]. Similarly, BMP signaling has been shown to be instrumental for the appropriate development of cardiac valves [36,40,41]. In addition, mice deficient in the *Acvr1* gene have been shown to display a bicuspid aortic valve phenotype [32], which is a significant risk factor for the development of calcific aortic valve disease in humans. Moreover, a recent study demonstrated overexpression of BMP2 in aortic valve dysfunction and pre-calcific lesions similar to those described in this study [42]. Here, we used the well-characterized *Nfatc1Cre* mouse line, which induces an efficient recombination in the endocardium before and during EndMT [34]. As shown in Figure 1, most of the VICs, as well as cells in the leaflet–wall junction region, which are not derived from the endocardium, show efficient recombination. Despite the efficient recombination, the *caAcvr1:Nfatc1Cre* mutants were viable at birth and did not show any obvious gestational cardiac phenotypes. It has been recently shown that, in intercalated leaflets of semilunar valves, VICs are not derived from the endocardium or neural crest, but from undifferentiated second heart field cells [9]. Therefore, it is likely that the use of Cre drivers that are specific for VICs in intercalated leaflets, e.g., *Tnnt2Cre*, would result in different outcomes. In young *Acvr1:Nfatc1Cre* adults, we could detect both functional aortic valve defects, such as stenosis and insufficiency, and histological defects (mostly sclerotic valve leaflets) with a high frequency. Yet, calcific changes were rarely seen. It is possible that calcific changes would have been more common if we would have studied older animals. However, the *caAcvr1:Nfatc1Cre* mutants had to be euthanized at four months, as the progressive worsening of the limb phenotype [26] made them poorly ambulatory. To date, a few mouse models for calcific aortic valve disease have been described. Among these, a mouse model of premature aging (*Klotho−/−*) and heterozygote *Npr2+/−* and tissue-specific *Sox9* mutants represents models in which genetic modification alone results in aortic valve disease. Most of the other described models, e.g., *Notch1+/−*, *Rbpjk1+/−, Ldlr−/−*, and *Apoe−/−* mutants, only display the phenotype when combined with a special diet. Therefore, we attempted to increase the prevalence of calcific lesions in our *caAcvr1:Nfatc1Cre* mice by feeding the mutants and controls a “pro-calcification” diet [43]. Yet, this diet did not result in observable changes in the valve phenotype. In addition, we tested whether a pro-calcific genetic background could make calcific changes more common. To this end, we crossed our mutant mice with an *Enpp1* background, which has been shown to result in increased vascular calcification [43]. The obtained *caAcvr1:Nfatc1* mutants that were homozygous for *Enpp1 (Enpp1−/−)* died in utero, and thus could not be used to study the progression of aortic valve disease, while *caAcvr2:Nfatc1:Enppi+/−* mice were phenotypically indistinguishable from their *caAcvr1:Nfatc1Cre* littermates.

During aortic valve disease progression, valve leaflet thickening is often the first observed phenotype, followed by inflammation, changes in the valvular extracellular matrix, and fibrosis, ultimately leading to calcification [44]. 

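Within the pathway lists, the members with the smallest unadjusted p-values among those whose groups did not overlap went both ways. For chemokine signaling, Cxcl13 (chromosome 5, 95956951 to 95961068) was read at 1.25 ± 0.568 CPM (SD, n = 3) in the controls and 6.87 ± 5.62 CPM (SD, n = 3) in the mutants. The log2 fold change of Cxcl13 was 2.45 (standard error 0.64), and 1.54 without mutant replicate 3, where it was read at 13.3 CPM. In DESeq2 its adjusted p was 0.0329. Ccl6 and Pf4, of the same list, had log2 fold changes of 0.65 (standard error 0.17) and 0.49 (standard error 0.13). For cytokine-cytokine receptor interaction, which also holds Cxcl13 and Tnfrsf11b, the log2 fold change of Lepr was -0.63 (standard error 0.16). For vascular smooth muscle contraction, Myh10 was read at 191 ± 44.5 CPM (SD, n = 3) in the controls and 130 ± 8.77 CPM (SD, n = 3) in the mutants, a log2 fold change of -0.55 (standard error 0.17) that was -0.35 without control replicate 2. Plcb1 and Kng2 had log2 fold changes of -0.69 (standard error 0.21) and -1.97 (standard error 0.60), the second from 23 to 63 counts per control library and 5 to 16 per mutant library. The adjusted p of each of these genes was 0.999 in the edgeR test.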

Our genome-wide transcriptome profiling revealed that the gene sets associated with inflammation and smooth muscle cell contraction were most significantly altered in mutant aortic valve tissues compared with those of the controls. While these changes have been described in both mice and humans with valve disease [45,46], we could not detect alterations in the expression of many genes previously associated with pathogenesis of sclerotic and/or calcific aortic valves. These include the synexpression genes of the Wnt, TGF-beta, and BMP signaling pathways. 

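For TGF-beta signaling, a list of 10 known target genes was tested, of which 9 passed the minimum count. In the mutants 8 of them were lower and 1 was higher. Their mean log2 fold change relative to the other genes was -0.17 (adjusted p = 0.0626 from camera in limma, over 20 lists of marker and target genes). The mean log2 CPM of these targets was 7.01, 7.24 and 6.91 in control replicates 1, 2 and 3, and 6.63, 6.95 and 7.09 in the corresponding mutant replicates, so that the groups overlapped. Without mutant replicate 1 the mean difference was -0.04, and without mutant replicate 3 it was -0.27. With sample quality weights in limma-voom it was -0.063, and with the smooth muscle marker score as a covariate, chosen after seeing the data, its direction reversed to 0.075 (adjusted p = 0.545 from camera). In 3 of the 6 fits that each left out one library the adjusted p was under 0.05 in camera.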

Similar to primary aortic valve interstitial cell cultures established from human patients suffering from calcific aortic valve disease, *osteoprogeterin* (*Opg*) expression was reduced in our mutants, while elevated *Opg* expression was described in a rabbit model for the stenotic aortic valve [47]. 

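In the RNA-Seq counts, Sox9 (chromosome 11, 112782224 to 112787760) was read at 85.0 ± 21.0 CPM (SD, n = 3) in the control valves and 98.9 ± 11.7 CPM (SD, n = 3) in the mutant valves. Its log2 fold change was 0.22 (standard error 0.19, adjusted p = 0.999 from the edgeR test), and 0.04 without control replicate 2. Acan, which encodes Aggrecan (chromosome 7, 79053483 to 79115099), was read at 10.7 ± 8.84 CPM (SD, n = 3) in the controls and 5.03 ± 1.40 CPM (SD, n = 3) in the mutants. The log2 fold change of Acan was -1.09 (standard error 0.57, adjusted p = 0.999 from the edgeR test). It rested on control replicate 2, in which Acan was read at 20.8 CPM, and was -0.15 without that library. These values are of the dissected tissue as a whole, so a change limited to the leaflet–wall junction could be missed.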

Although the gene encoding a key pro-chondrogenic transcription factor *Sox9* did not show changes in overall expression levels, we could detect increased nuclear Sox9 immunostaining and elevated protein levels of its transcriptional target Aggrecan in mutant tissues, particularly in the leaflet–wall junction, where positive Alcian blue staining and hypertrophic chondrocyte-appearing cells could be seen in the mutants. However, we could not detect consistent changes in expression in the other Sox9 target genes, e.g., *Col2* or *Col10*. In addition, our expression screen showed that the gene sets associated with cGMP signaling were altered in our *caAcvr1:Nfatc1Cre* mutants. cGMP has been shown to mediate C-type natriuretic peptide/NPr2 signaling in valve interstitial cells, and defects in this signaling have been shown promote aortic valve disease in animal models [48]. Therefore, it is possible that constitutive activation of AcvRI contributes to the observed aortic valve phenotype by altering cGMP-mediated signaling processes.

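Col2a1 (chromosome 15, 97975602 to 98004695) was read with 126, 1 and 11 counts in control replicates 1, 2 and 3, and with 0, 48 and 50 counts in the corresponding mutant replicates. Its log2 fold change was 0.07 (standard error 1.63, adjusted p = 0.999 from the edgeR test), and it ran from -0.55 without mutant replicate 3 to 2.82 without control replicate 1. In limma-voom the log2 fold change of Col2a1 was -0.36. Col10a1 (chromosome 10, 34389981 to 34397085) did not reach the minimum count and was not tested. It had 14, 13 and 0 counts in the controls and 0 counts in all 3 mutants, which allows a level of up to 0.0931 CPM in the mutant library with the lowest total. The first and second of these controls, at 0.261 and 0.257 CPM, lay above that limit, but control replicate 3 also had 0 counts, so that the controls differed among themselves and the groups overlapped. Such limits cover counting error only.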

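The cGMP-PKG signaling list, with 150 genes tested, had 82 members higher and 68 lower in the mutants. Their mean log2 fold change relative to the other genes was -0.04 (adjusted p = 0.778 from camera in limma), and the 6 fits that each left out one library gave -0.06 to -0.02. Camera tests a net shift only, so it does not address changes of members in opposite directions. Among its members whose groups did not overlap, Adra2b rose from 5.98 ± 0.648 CPM (SD, n = 3) to 15.8 ± 4.42 CPM (SD, n = 3). Slc8a3 rose from 2.82 ± 0.514 CPM (SD, n = 3) to 6.71 ± 1.23 CPM (SD, n = 3), a log2 fold change of 1.25 (standard error 0.25). The next smallest p belonged to Plcb1, also a member of the vascular smooth muscle contraction list, which was lower in the mutants. In all, 7 members were higher and 10 were lower in every mutant than in every control. In DESeq2 the adjusted p was 0.000395 for Adra2b and 0.00499 for Slc8a3, and in edgeR it was 0.999 for both. Npr2 (chromosome 4, 43631935 to 43651244) was read at 123 ± 5.65 CPM (SD, n = 3) in the controls and 109 ± 5.25 CPM (SD, n = 3) in the mutants, lower in every mutant than in every control. The log2 fold change of Npr2 was -0.17 (standard error 0.09, adjusted p = 0.999 from the edgeR test). Nppc, which encodes C-type natriuretic peptide, had a log2 fold change of 0.13 (standard error 0.42, adjusted p = 0.999 from the edgeR test). Its direction rested on single libraries, with -0.48 without mutant replicate 2 and -0.05 without control replicate 2, and it was -0.16 with sample quality weights in limma-voom.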

Our expression profiling experiments showed that the BMP synexpression genes were not affected in young adults, suggesting that enhanced BMP signaling via caAcvRI acts either during gestation or during the early postnatal period to cause early sclerotic changes in the valve leaflets in young adult mice. These thickened, stiff leaflets with reduced elasticity would likely result in changes in hemodynamics and shear stress and stronger bending forces on adjacent tissues, particularly at the leaflet–wall junctions, which could then lead to secondary changes in local cellular morphology and matrix deposition.

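A list of 13 known BMP target genes, which includes Smad6, Bambi and Msx1, was tested in the aortic valve tissue of these 4-month-old mice. In the mutants 9 of them were higher and 4 were lower, and in 0 of them did the groups separate completely. Their mean log2 fold change relative to the other genes was 0.02 (adjusted p = 0.713 from camera in limma, over 20 lists of marker and target genes), and it was -0.02 without control replicate 3. The mean log2 CPM of the list was 5.47, 5.52 and 5.38 in control replicates 1, 2 and 3, and 5.42, 5.55 and 5.52 in the corresponding mutant replicates. The libraries also held heart muscle transcripts, with Myh6 read at 2889 CPM in control replicate 2 and 11394 CPM in mutant replicate 1. A change limited to some valve cells could therefore be missed.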

Gain-of-function mutations in the *Acvr1* gene are causally related to the pathogenesis of FOP, a rare and severe disease characterized by extensive heterotopic ossification (HO) [25]. The most common AcvRI^R206H^ mutation has been intensely studied, and the mechanisms by which it results in FOP are rather well known. In addition to being an atypical BMP type I receptor, wild-type AcvRI functions as a decoy receptor for Activin A [49], which normally signals via AcvRIB to trigger the activation of TGF-ß Smads (Smads2/3) (reviewed in [50]). In contrast, AcvRI^R206H^ responds to Activin by triggering aberrant signaling via BMP Smads (Smads1/5/9) [51]. Interestingly, AcvRI^R206H^ mutations have also been discovered in ~25% of pontine gliomas [52], where AcvRI^R206H^ has been shown to cooperate with mutated Histone H3.1^K27M^ to promote the pathogenesis of the disease [53]. Affected individuals show progressive heterotopic ossification mostly in their muscles and connective tissues (tendons and ligaments), and they usually die in their 30s or 40s [20]. However, aortic valve disease in FOP patients has not been described. Our mouse model provides opportunities to examine the effect of sustained activation of AcvRI-mediated signaling, not only in FOP, but also in other pathologic conditions involving ectopic calcification, e.g., calcific heart valve disease.

## Figures and Tables

**Figure 1:**
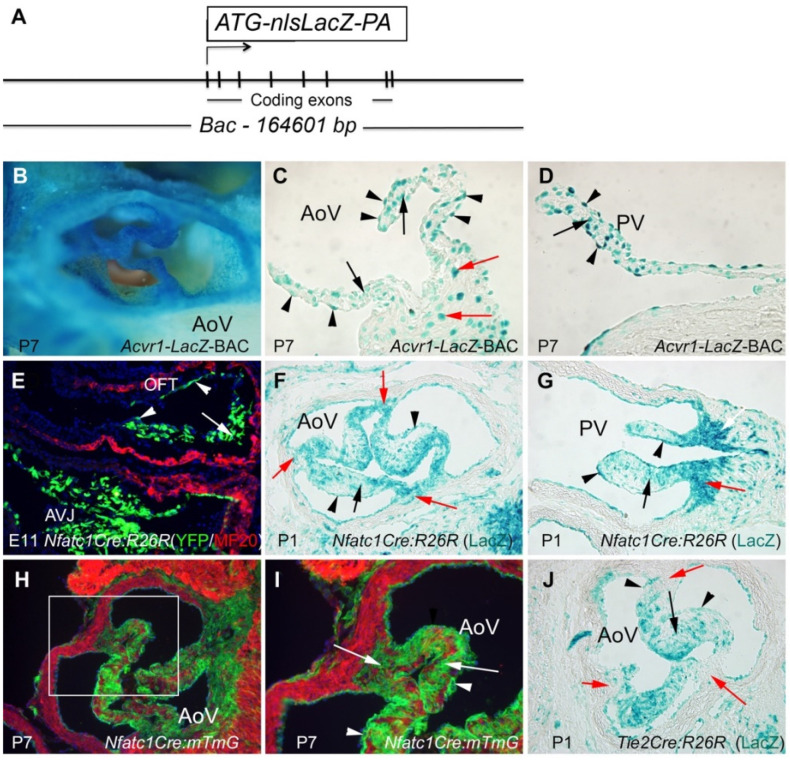
Endocardial cells covering postnatal semilunar valves expressed *Acvr1*. (**A**) Schematic presentation of the 164 kb *Acvr1-lacZ* reporter construct (nls, nuclear localization signal). (**B**) A whole mount view of the X-gal-stained aortic valve (P7, postnatal day 7). (**C**,**D**) Sections depicting X-gal-stained aortic valve (AoV) land pulmonary valve (PV) leaflets at P7. Black arrowheads point to endocardial cells and black arrows point to interstitial cells (VIC). Red arrows (in **C**) point to cells in the leaflet–wall junction region. (**E**) A section showing the OFT and AVJ of *Nfatc1Cre:R26* (YFP) reporter mice (E11). Green cells illustrate recombined cells. White arrowheads in the OFT region point to endocardial cells and white arrows point to proximal OFT cushion cells. MF20 was used to visualize myocardial cells (red). (**F**,**G**) Sections depicting views of the P1 aortic (AoV) and pulmonary (PV) valves of *Nfatc1Cre:R26* reporter mice. Black arrowheads point to endocardial cells, black arrows point to VICs, and red arrows point to positively stained cells in the leaflet–wall junction region. X-gal staining. (**H**) A section showing the P7 aortic valve (AoV) of *Nfatc1Cre:mTmG* reporter mice. Recombined cells, green; unrecombined cells, red. (**I**) High-power images of the field boxed in (**H**). (**J**) A section showing a view of the P1 aortic (AoV) valve of the *Tie2Cre:R26 (LacZ)* reporter mouse. Black arrowheads point to endocardial cells, black arrows point to VICs, and red arrows point to the leaflet–wall junction region, which shows only a few positively stained cells. X-gal staining.

**Figure 2:**
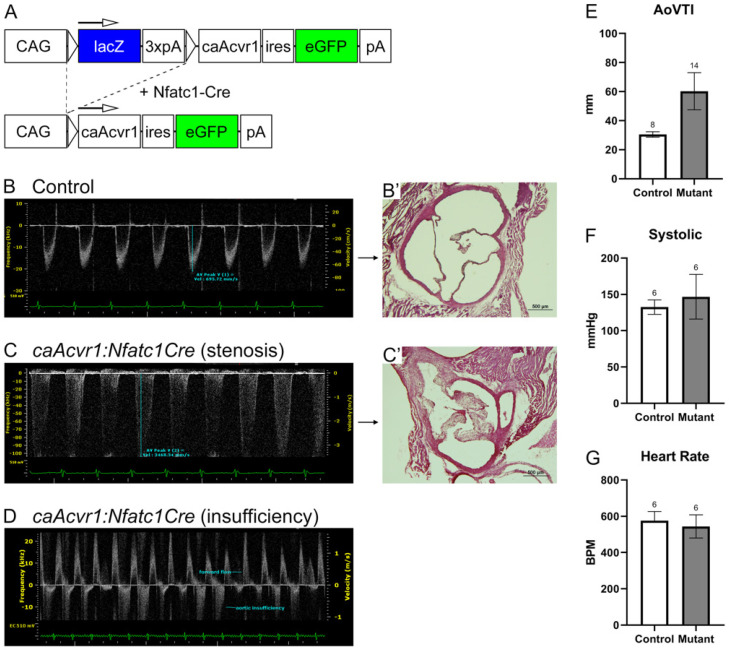
*caAcvr1:Nfatc1Cre* mutants suffered from functional aortic valve defects. (**A**) Schematic presentation of the Cre-activatable *caAcvr1* transgene design. (**B**,**C**) Echocardiography of a control (**B**) and *caAcvr1:Nfatc1Cre* mutants (four months old) with aortic valve insufficiency (**C**) and aortic stenosis (**D**) ((**B**’,**C**’) show the aortic valve histology of the corresponding samples shown in (**B**,**C**)). A bar graph (**E**) depicts a difference in the aortic velocity time integral (AoVTI, mm) between the controls and mutants. No differences in blood pressure ((**F**), mmHg) or heart rate ((**G**), BPM) were detected between the controls and mutants (white columns, controls; gray columns, mutants; error bars, SEM; * *p* < 0.05; *n* = 8 controls and 16 mutants).

**Figure 3:**
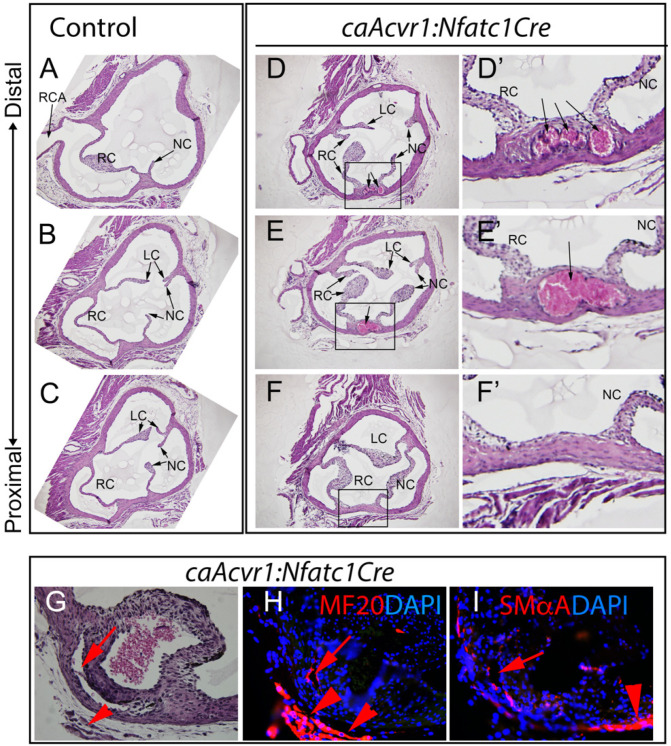
Enhanced AcvRI signaling led to thickened aortic valve leaflets and aortic wall defects. Histological sections of the control (**A**–**C**) and mutant (**D**–**F**) samples (four months old) depicting the aortic valve leaflets (proximal-to-distal) in a transverse orientation. LC, left coronary; RC, right coronary; NC, non-coronary. (**D’**–**F’**) High-power images depicting the aortic wall lesions (boxed areas in (**D**–**F**)). Black arrows in (**D**,**E**) (boxed area) and (**D’**,**E’**) point to the filled sinuses seen in the mutants. (**G**–**I**) Aortic wall defects in the *caAcvr1:Nfatc1Cre* mutants. (**G**) H&E staining. (**H**) MF20 immunostaining. (**I**) SmαA immunostaining. Red arrows in (**G**–**I**) point to aberrant sinuses; red arrowheads in (**G**–**I**) point to adjacent myocardium. (**H**,**I**) Counterstaining with DAPI (blue).

**Figure 4:**
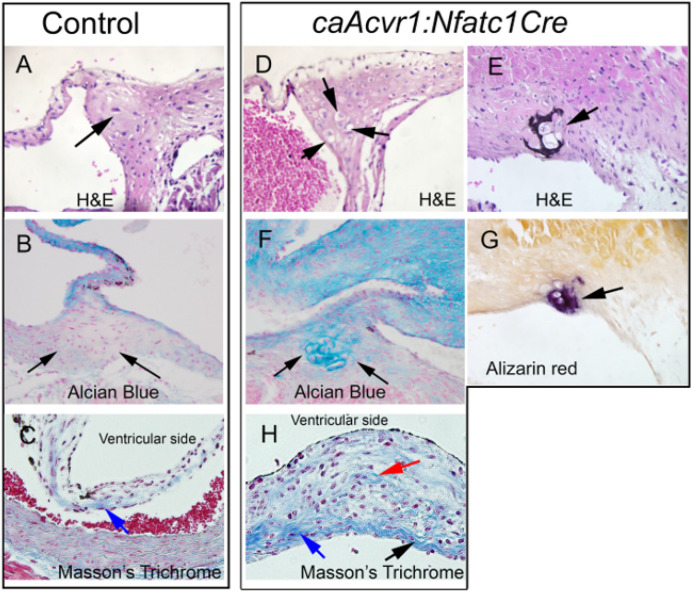
Chondrogenic changes and sporadic calcification in the aortic valve leaflet–wall junction region in the *Acvr1:Nfatc1Cre* mutants. (**A**–**C**) Aortic leaflet and the leaflet–wall junction in the controls. (**D**–**H**) Aortic leaflet and the leaflet–wall junction in the *caAcvr1:Nfatc1Cre* mutants. (**A**,**D**,**E**) H&E staining. (**B**,**F**) Alcian Blue staining. (**C**,**H**) Masson’s trichrome. (**G**) Alizarin Red staining. Arrows in (**A**,**D**) point to the leaflet–wall junction, where hypertrophic chondrocyte-appearing cells can be seen in the mutants (*n* = 6). Arrows in (**B**,**F**) point to the leaflet–wall junction, which was stained positive for Alcian Blue in the mutants (*n* = 6). Arrows in (**C**,**H**) point to the fibrillar collagen-positive fibrosa layer, which appears much thicker in the mutants (*n* = 6). Arrows in (**E**,**G**) indicate calcific lesions in the mutant sample.

**Figure 5:**
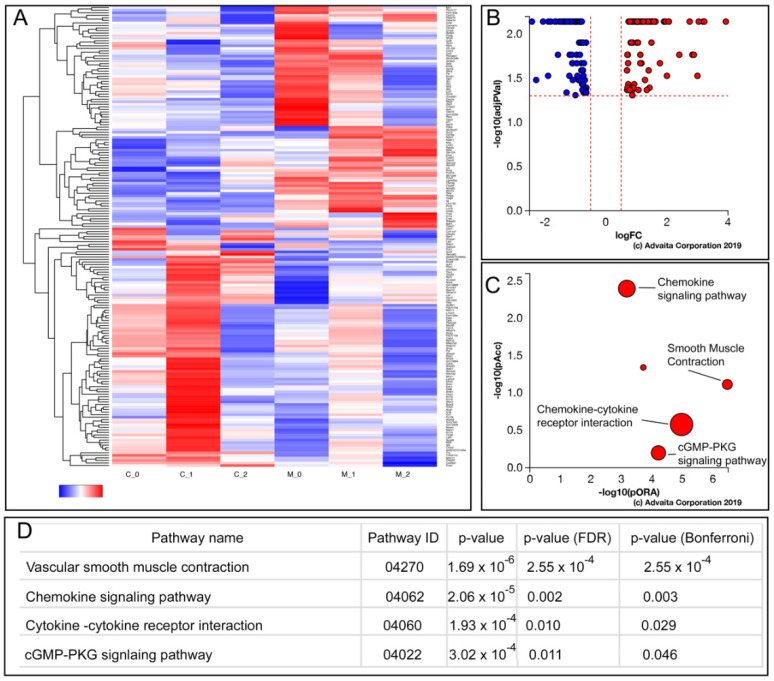
Gene sets associated with smooth muscle cell contraction, chemokine signaling, and cGMP signaling were affected in the *caAcvr1:Nfatc1Cre* mutants. (**A**) Heat maps of the upregulated and downregulated genes in mutant aortic valve tissues. (**B**) Volcano plot showing all 181 significantly differentially expressed genes in terms of their measured expression change (x-axis) and the significance of the change (y-axis). (**C**) Pathway perturbation vs. over-representation. The top five pathways plotted in terms of the total pathway accumulation (y-axis) and over-representation (x-axis). (**D**) Top pathways and their associated *p*-values.

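Over-representation in the 4 pathway lists was tested with Fisher's exact test, one-sided, against the 15354 genes tested, with adjustment over the 4 lists. Since 0 genes had an adjusted p under 0.05 in edgeR, 0 members of each list were among them and no enrichment could be tested there. Among the 181 genes with the smallest unadjusted p, as many genes as the paper reports, 9 were members of the cytokine-cytokine receptor interaction list, where 2.20 are expected by chance (adjusted p = 0.00151, Fisher's exact test). The chemokine signaling list had 5 members among them against 1.95 expected (adjusted p = 0.0917, Fisher's exact test). Vascular smooth muscle contraction had 3 against 1.26 expected (adjusted p = 0.177, Fisher's exact test), and cGMP-PKG signaling 3 against 1.77 expected (adjusted p = 0.26, Fisher's exact test). None of the 181 genes had an adjusted p under 0.05 in edgeR, and Fisher's test takes the members of a list as independent. The test was not repeated with the libraries divided otherwise, so chance stays open. Among the 26 genes of the DESeq2 test, 2 were members of the cGMP-PKG signaling list, 1 of the chemokine signaling list, 1 of the cytokine-cytokine receptor interaction list and 0 of the vascular smooth muscle contraction list, with adjusted p-values of at least 0.106 in Fisher's exact test.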

**Figure 6:**
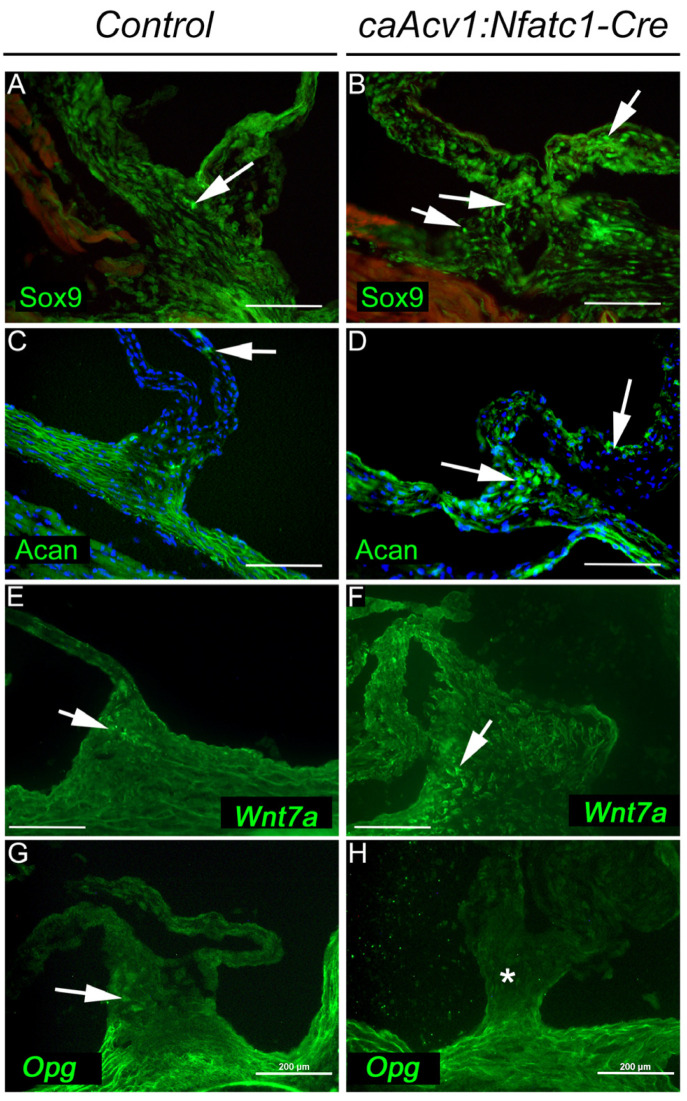
Changes in protein expression and localization in aortic valve tissues between the *caAcvr1:Nfatc1Cre* mutants and controls. Sox9 increased in nuclear localization (arrows in (**A**,**B**)) in the mutants (**B**) compared with the controls (**A**). The mutant aortic valves showed higher Aggrecan (Acan) protein levels (**D**) than the corresponding control tissues (**C**). Arrows in (**C**,**D**) point to positive Acan staining. Wnt7a (white arrows in (**E**,**F**)) showed higher levels in the leaflet–wall junction in the mutants (**F**) than in the controls (**E**). Opg protein was less expressed in the mutants ((**H**), asterisk) than in the controls ((**G**), white arrow). Scale bars, 200 µm; *n* = 6.

## Data Availability

The RNA-Seq data were submitted to the GEO repository under accession number GSE122106.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/jcdd9080272/s1. Figure S1. Mutant OFT endocardial cushions were not grossly affected at E11.5. Figure S2. Comparison of the aortic valves between adult control and *caAcvr1:Nfatc1Cre* mutant mice.

# Supplementary material for: Activation of AcvR1-Mediated Signaling Results in Semilunar Valve Defects
**Source:** J Cardiovasc Dev Dis. 2022 Aug 16;9(8):272. doi: 10.3390/jcdd9080272
**Supplement:** Supplementary file 1

## Supplementary Materials

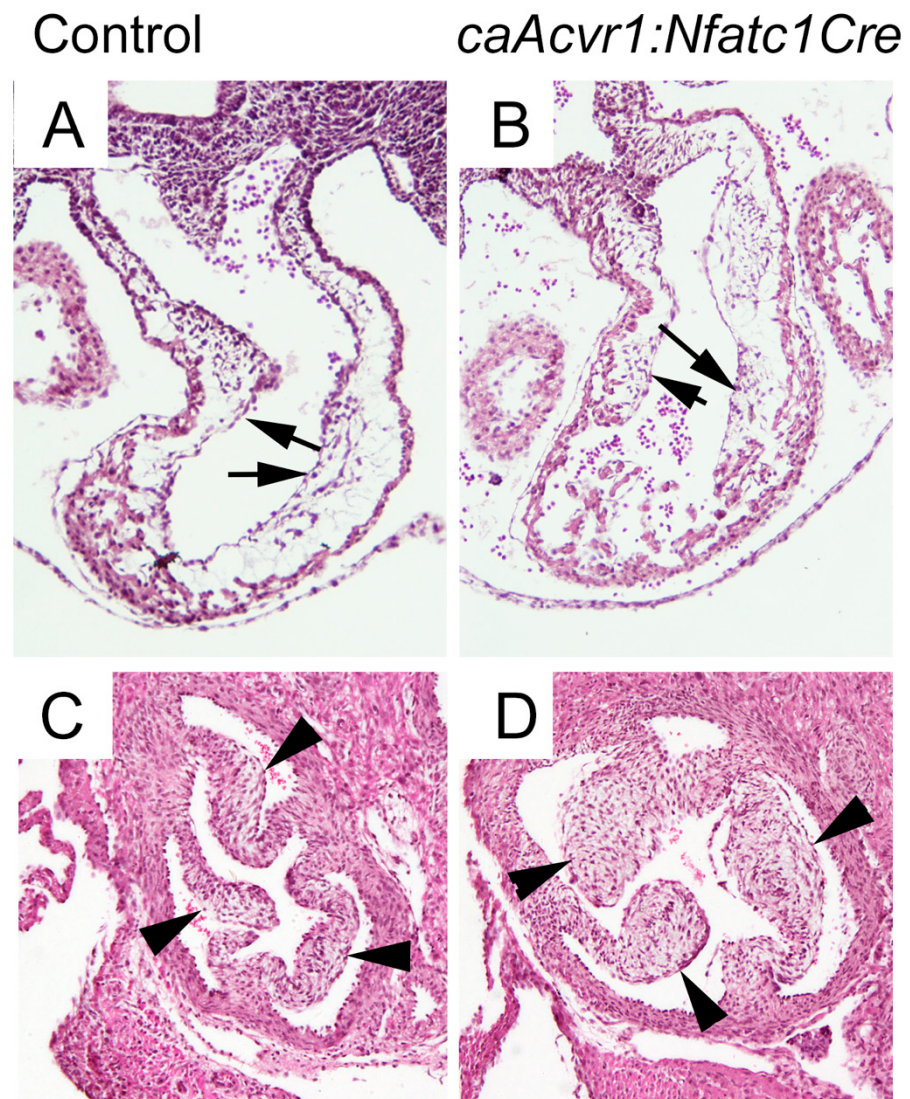

**Figure S1.** Mutant OFT endocardial cushions were not grossly affected at E11.5, while aortic valve leaflets were thickened at P3. The longitudinal section thru the OFT in a control (A) and the *caAcvr1:Nfatc1Cre* mutant (B) at E11.5. Black arrows point to proximal OFT cushions (A,B). Note that the orientation of samples in A and B is not identical. Cross-sections thru the aortic valves in the control (C) and mutant (D). Black arrowheads point to aortic valve leaflets (C,D). H&E staining.

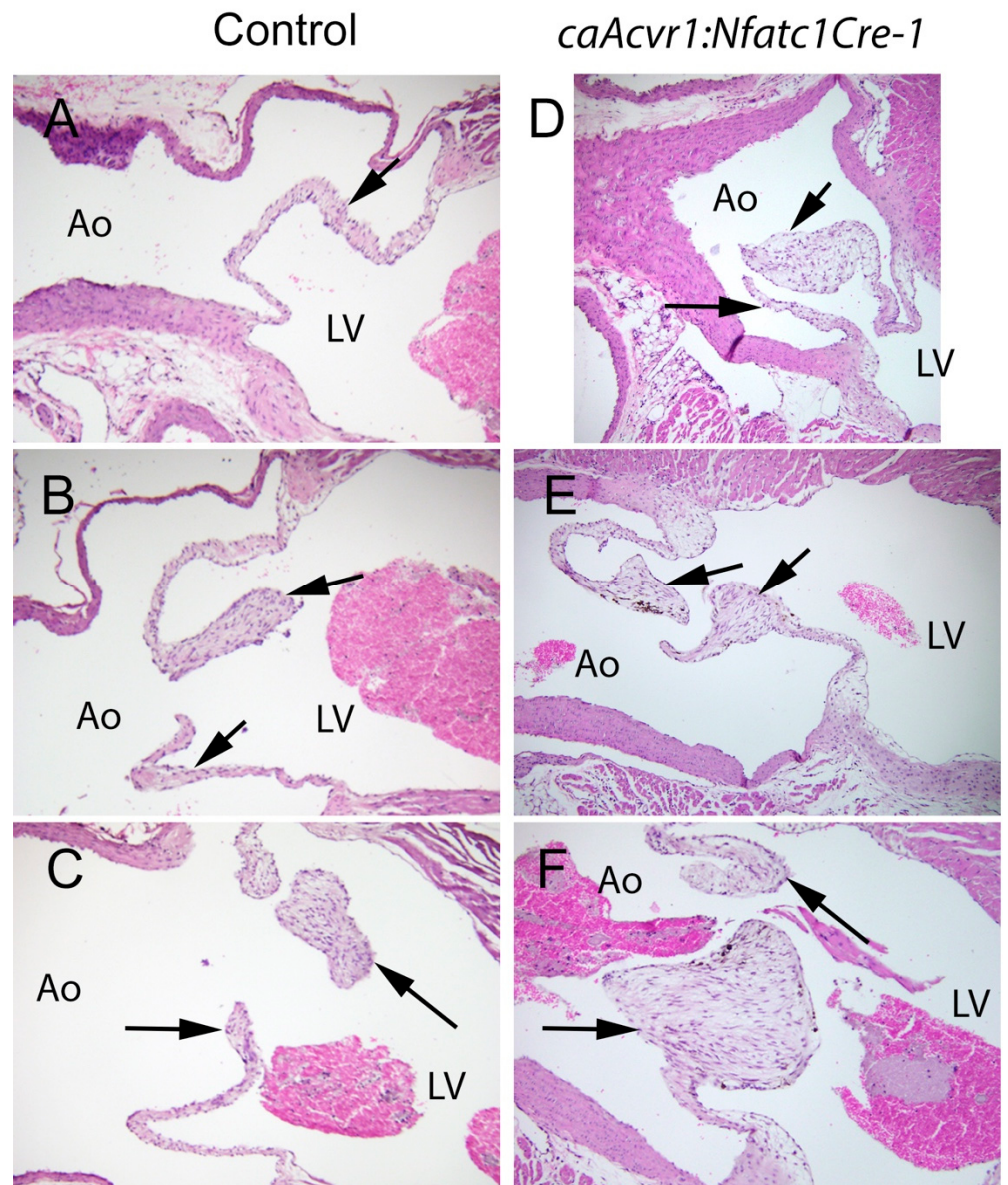

**Figure S2.** Comparison of the aortic valves between adult control and *caAcvr1:Nfatc1Cre* mutant mice. (A–C) Control; (D–F) mutants. Sagittal orientation from right lateral (A,D) to medial (C–F). Black arrows point to aortic valve leaflets (A–F). H&E staining. Ao, aorta; LV, left ventricle. P4 months.

How the deposited data were processed for this re-analysis (not part of the article)

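Aortic valve RNA from control and caAcvr1:Nfatc1Cre mice aged 4 months was sequenced by the authors, in 3 control and 3 mutant libraries, 1 per replicate. Each deposited column was matched to its condition by its sample description. The deposited labels call the controls wild type. The paper's text does not name the sex of these mice, and it does not say whether tissue of several mice was pooled in a library. No sequencing batch is given in the labels or the paper's text.

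The authors aligned reads to mm10 with Bowtie2 and quantified genes with Cufflinks and Cuffdiff. The values as deposited are estimated counts, the fragments that the authors assigned to each gene with Cuffdiff, not scaled for library size. Of 23107 genes, listed by symbol, 98.0% were matched to the GENCODE annotation of GRCm38, which gave positions, lengths and GC content. In 4518 genes no library had a count. Values that were not whole numbers were rounded. Library totals ran from 46180667 to 55728852 fragments in the controls (median 48524674) and from 32218345 to 53129462 in the mutants (median 38299836). The limit that a count of 0 allows, 3 counts of the total, was 0.0538 to 0.0931 CPM per library.

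Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes with at least 10 counts in at least 3 of the 6 libraries were tested, 15354 in all, with TMM normalization and the quasi-likelihood F test, mutants against controls, without covariates. The Benjamini-Hochberg method was applied over all genes tested with a threshold of 0.05. Standard errors of log2 fold changes were computed from the fold change and its F statistic. The biological coefficient of variation was 0.278. Cuffdiff works on aligned reads, which were not used here, and neither Cuffdiff nor the authors' pathway tool was run. The authors' general statement on statistics names the Mann-Whitney test, which cannot give a two-sided p under 0.1 with 3 libraries against 3. Exact permutation tests are given where single values separate the groups.

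The members of the 4 pathways, and 20 lists of marker and target genes, were written from general knowledge before the data were examined, as were the choice of tests, the alternatives (other than those named as added later) and the rule for the genes named in the text. The 20 lists cover tissues next to the valve, blood and immune cells, stress genes, sex-linked genes, and targets of BMP and TGF-beta signaling. Lists were tested with camera from limma 3.58.1 at a preset inter-gene correlation of 0.01, with adjustment over the 4 pathway lists and separately over the 20 other lists. The value given for a list is the mean log2 fold change of its members minus that of the other genes tested. Fry and an estimated correlation were the alternatives. By the rule, the text names each gene that the paper names for its RNA-Seq, and Acan, which the paper names for its protein. To these the text adds Npr2, Nppc, Acvr1 and Nfatc1, which the paper names as background, transgene or driver. It also names the 5 genes in each direction with the largest change among those with an adjusted p under 0.05 and groups that do not overlap, filled by the smallest unadjusted p where too few pass, which here filled all of them. Not every gene that the rule selects is reported. In each pathway list it names the 3 members with the smallest p whose groups do not overlap. Axn2 was read as Axin2, Erm as Etv5, Opg as Tnfrsf11b, Col2 as Col2a1 and Col10 as Col10a1.

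The alternatives were DESeq2 1.42.0, upper-quartile normalization, no filter on low counts (18583 genes), a mean count of at least 100 (12642 genes), limma-voom with and without sample quality weights, the replicate number as a block, an unadjusted threshold, an added fold change threshold of 0.6 on the log2 scale, a cardiac muscle marker score as a covariate, and leaving out each library in turn. The pipeline was tested on simulated data of the same size, in which 200 of 15354 genes were changed by a log2 fold change of 1 or 2 in either direction and 100 more by -0.3. At a log2 fold change of 1, edgeR recovered 29% of the changed genes and DESeq2 57%. At a log2 fold change of 2 they recovered 79% and 85%. Of the genes called, 7 of 115 in edgeR and 65 of 209 in DESeq2 were unchanged, and 0 and 2 were among the 100 with the slight change.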

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

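The explanations tested in this part, and the choice of a test for each, came after the results were seen. The marker lists, camera with its alternatives, the fit with the cardiac muscle score as a covariate and the fits without each library were set earlier.

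The macrophage markers, which the paper does not discuss, were higher in the mutants. Of the 11 markers tested, 10 were higher in the mutants and 6 were higher in every mutant than in every control. Their mean log2 fold change relative to the other genes was 0.32 (adjusted p = 7.6e-08 from camera in limma, over 20 lists). The mean log2 CPM of the list was 6.04, 5.83 and 5.93 in control replicates 1, 2 and 3, and 6.23, 6.26 and 6.27 in the corresponding mutant replicates. In fry the adjusted p was 0.146 and with an estimated correlation 0.335, so that the call rests on the preset correlation. The difference was between 0.25 (without control replicate 2) and 0.35 (without control replicate 1) when each library was left out in turn. The most abundant marker, Lyz2, was read at 797, 725 and 747 CPM in the controls and at 994, 1078 and 1055 CPM in the mutants. All 11 markers had at least 10 counts in every control library, 1 is also in a pathway list, and 0 are in another marker list. The real grouping was the only 1 of the 10 splits of the 6 libraries into 3 and 3 with a p from camera as small, and 10 splits cannot give a share under 0.1, so chance stays open.

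The tables argue against several technical sources of the macrophage difference as its whole cause. With a red blood cell score as a covariate, for blood left in the tissue, which leaves out the alpha globin genes because their reads change places between libraries, the difference was 0.34. With the cardiac muscle score, for heart muscle carried over, it was 0.28. Each of these stayed past the threshold of camera. After the trend with gene length and GC content was removed it was 0.31, and with all libraries drawn down to 32218345 fragments it was 0.31. With the score of the Y-linked genes it was 0.32, also past the threshold. Those genes were read at 0.672, 181 and 183 CPM in control replicates 1, 2 and 3, and 0.560, 138 and 171 CPM in the corresponding mutant replicates. Since that pattern was alike in both groups, the fit could hardly move the difference and does not decide on the sex of the animals. A lower share of smooth muscle would raise the markers of other cell types alike, but the endothelial and fibroblast markers had a mean log2 fold change of -0.13 (SD 0.22 over 19 genes) against 0.33 (SD 0.23 over 11 genes) for the macrophage markers. More macrophages, or more active ones, in the mutant valves may account for the difference. That remains a hypothesis found in these same libraries, and differences in dissection between the groups were not recorded.

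Igj, which the paper does not discuss, had the smallest p of all genes tested, with a log2 fold change of 3.36 (unadjusted p = 0.000187, adjusted p = 0.999, both from edgeR). It was higher in every mutant, and between 3.05 and 3.65 when each library was left out in turn. In 6 of the 10 splits of the libraries, the real one included, the smallest edgeR p over all genes was at least as small. A gene of this rank in edgeR is therefore what chance gives. In DESeq2 the adjusted p of Igj was 1.0e-08, but the splits were run in edgeR only, so they do not address that value. With the lymphocyte marker score as a covariate, the log2 fold change of Igj was 3.00, which argues against blood or lymphoid tissue with its lymphocytes as the whole cause. In mutant replicate 1 the mean log2 CPM of the lymphocyte markers was -0.0059, within the range of the controls (-0.44 to 1.12), while Igj was read at 3.17 CPM against at most 0.578 CPM in the controls. Antibody-producing cells in the valve tissue, which express few of these lymphocyte markers, were not tested and stay open, as does an effect of the genotype.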

How the results depend on the processing

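No gene had an adjusted p under 0.05 with upper-quartile normalization, without a filter, with a mean count of at least 100, with limma-voom, with sample quality weights, with the replicate number as a block, with the fold change threshold, with the cardiac muscle score as a covariate, or in any of the 6 fits that each left out one library. The same held with the Y-linked score and the smooth muscle marker score as covariates, which were chosen after seeing the data. At an unadjusted p under 0.05 these settings gave from 416 genes (mean count of at least 100) to 814 (replicate block). The count changed to 529 genes (244 higher, 285 lower) with an unadjusted threshold, which is what that threshold makes it, and to 26 (21 higher, 5 lower) in DESeq2. The cause was not tested, but on simulated data DESeq2 called more unchanged genes than edgeR. Since the real split gave 0 genes, all 10 splits of the libraries necessarily gave as many, which tests nothing. At an unadjusted p, 6 of the 10 gave at least the 529 genes of the real split. The largest count, 1601, came from control replicates 1 and 3 with mutant replicate 1 against the others. After the mean of each group was subtracted gene by gene, the correlations between control and mutant libraries of the same number were 0.289, 0.0822 and 0.0313. Libraries of different numbers were not compared in this way, so whether replicate numbers pair the samples was not settled.

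The vascular smooth muscle contraction list kept its direction under all alternatives. It was past the threshold of camera in all of the 6 fits that each left out one library (-0.23 to -0.14). It was no longer past it in fry (-0.20, adjusted p = 0.458), with an estimated correlation (-0.20, adjusted p = 0.254), and with the smooth muscle marker score as a covariate (-0.076, adjusted p = 0.70), over a range of adjusted p-values in limma from 2.5e-05 to 0.70. Of the 10 splits, 1 gave as small a p, the real one. The cytokine-cytokine receptor interaction list, not past the threshold in the main test, was past it with the smooth muscle score (0.18, adjusted p = 0.032 from camera) and without mutant replicate 1 (0.14) or mutant replicate 3 (0.14), from 0.062 to 0.18 over the 6 fits. As small a p came from 5 of the 10 splits for this list, 6 for chemokine signaling (0.06 to 0.17 over the 6 fits) and 7 for cGMP-PKG signaling (-0.06 to -0.02), which stayed on the same side of the threshold under all alternatives. With the replicate block the TGF-beta targets were past the threshold (-0.17, adjusted p = 0.0465 from camera, over a range from 0.00853 to 0.738). The causes of these changes were not tested.

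Over-representation, with 0 members called in edgeR, became 3 members for vascular smooth muscle contraction, 3 for cGMP-PKG signaling, 5 for chemokine signaling and 9 for cytokine-cytokine receptor interaction with the 181 genes of smallest p, since more genes enter there. In DESeq2 it became 2 for cGMP-PKG signaling, 1 for chemokine signaling and 1 for cytokine-cytokine receptor interaction. In all of the 6 fits that each left out one library it was 0.

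Of the 37 genes that the naming rule selects and that were tested, 13 passed an adjusted p of 0.05 in DESeq2 and 0 in the other settings, and 33 could be tested with a mean count of at least 100. Directions reversed only for genes with a small change. With sample quality weights the log2 fold change was -0.022 for Bambi, -0.069 for Msx1, -0.43 for Col2a1 and -0.16 for Nppc. In limma-voom it was -0.36 for Col2a1, and with the replicate block -0.013 for Nppc. Over the 6 fits that each left out one library it ran from -0.082 to 0.19 for Bambi, -0.18 to 0.19 for Msx1, -0.0086 to 0.21 for Spry2, -0.55 to 2.82 for Col2a1 and -0.48 to 0.41 for Nppc. The causes were not tested. Col10a1, with counts in only 2 libraries, had too few to be tested.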

Differences from the paper's values

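The paper reports 181 differentially expressed genes, of which 93 were up-regulated and 88 down-regulated (the paper's values). The edgeR test gave 0 genes with an adjusted p under 0.05, 0 higher and 0 lower in the mutants. DESeq2 gave 26 genes, 21 higher and 5 lower, and an unadjusted p under 0.05 gave 529 genes, 244 higher and 285 lower. None of the alternatives set before the data were examined closed the gap for any of the 3 counts, and the remaining ones gave 0 genes. The paper's text also gives fold change limits for its counts. The fold change threshold used here was added to the adjusted p only, where 0 genes were left to filter. An unadjusted p with a fold change limit was not counted, so the paper's own rule was not matched. The paper's text does not say whether its p-values were adjusted.

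The paper names cytokine signaling, vascular smooth muscle contraction and cGMP signaling, and in Figure 5 also chemokine signaling, among the pathways altered in the mutants. Of the 4 pathway lists, only vascular smooth muscle contraction was past the threshold of camera (mean difference -0.20, adjusted p = 0.00015). That list was not past the threshold with an estimated correlation (adjusted p = 0.254 from camera) or in fry (adjusted p = 0.458). Nor was it with the smooth muscle marker score as a covariate, chosen after seeing the values (-0.076, adjusted p = 0.70 from camera). The cGMP-PKG signaling list was not past the threshold of camera, with a mean difference of -0.04 (adjusted p = 0.778). No alternative moved it past the threshold. Camera tests a net shift, and 7 members of this list were higher and 10 lower in every mutant than in every control. Its result therefore does not address changes in opposite directions. The chemokine signaling list was not past the threshold either (0.11, adjusted p = 0.284). The cytokine-cytokine receptor interaction list (0.13, adjusted p = 0.151) was past it without mutant replicate 1 and without mutant replicate 3. It was also past it with the smooth muscle marker score as a covariate, which was chosen after seeing the values (0.18, adjusted p = 0.032 from camera). Among the 181 genes with the smallest p, its over-representation had an adjusted p of 0.00151 in Fisher's exact test. None of those 181 genes had an adjusted p under 0.05 in edgeR, and Fisher's test takes the members of a list as independent. It was not run on the other splits of the libraries, so chance stays open there.

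The paper states that Wnt7a and Opg had altered expression in the RNA-Seq. Both moved in the direction that the paper gives for their proteins, with log2 fold changes of 1.71 and -0.92, but over all genes tested their adjusted p was 0.999 in the edgeR test. Wnt7a was past the threshold in DESeq2 (adjusted p = 0.00709), and Tnfrsf11b (Opg) only when adjusted over the list of 20 genes taken from the paper (adjusted p = 0.0347 for both genes) or over the 16 of them left without Acvr1, Nfatc1, Npr2 and Nppc (0.0274), a list chosen after seeing the values.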

Other observations

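Except for the cardiac muscle score, the explanations tested in this part, and the choice of a test for each, came after the results were seen. The fit with the cardiac muscle score as a covariate was set earlier. So were the marker lists, camera with its alternatives and the fits without each library. Tests of depth, gene length, sex and heart muscle planned for genes with an adjusted p under 0.05 could not be run, since 0 genes had one.

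The smooth muscle markers had a mean log2 fold change of -0.74 relative to the other genes (adjusted p = 2.9e-09 from camera in limma, over 20 lists), and 11 of 12 were lower in the mutants. The difference came largely from single libraries. The mean log2 CPM of the list was 9.18 in control replicate 2 and 7.14 in mutant replicate 1, and between 8.12 and 8.29 in the other libraries. It was -0.36 without control replicate 2 and -0.48 without mutant replicate 1. In fry the adjusted p was 0.661, and 2 of the 10 splits of the libraries gave as small a p from camera. Control replicate 2 also had the highest score of mesothelial markers, 7.22 against 3.80 to 5.92 in the other libraries, and the lowest of cardiac muscle markers, 9.22 against 10.2 to 11.2.

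For the vascular smooth muscle contraction list, which shares 6 genes with the smooth muscle markers, the tables argue against several explanations as the whole cause. The difference of the list was -0.19 after the trend with gene length and GC content was removed and -0.21 with all libraries drawn down to equal depth. With the cardiac muscle score as a covariate it was -0.16. With the Y-linked score it was -0.20, but that score had a like pattern in both groups, so this fit does not decide on the sex of the animals. A different share of smooth muscle tissue in the libraries, such as aortic wall taken along with the valve, cannot be told apart from a change of the contractile genes in the mutants. The members outside the marker list had a difference of -0.17, and -0.086 with the smooth muscle marker score as a covariate. That score comes from the same set of contractile genes, so the covariate would also remove an effect of the genotype.

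Besides the macrophage and smooth muscle markers, 8 other lists had an adjusted p under 0.05 in camera. The mean differences were 0.95 for lymphocyte, 1.14 for thymocyte, 0.59 for melanocyte, 0.17 for cardiac muscle, -0.95 for bone, -0.57 for fat cell and -0.18 for endothelial markers, and 0.32 for the immediate early and heat shock genes. Of these, the immediate early and heat shock genes were past the threshold in all 6 fits that each left out one library (0.19 without control replicate 3 to 0.41). The others were not. The lymphocyte and thymocyte markers were not past it without mutant replicate 2 (0.47 and 0.57), the melanocyte and endothelial markers without control replicate 2 (0.15 and -0.070), the fat cell markers without control replicate 1 (-0.017), and the bone markers without control replicate 1 (-0.80) or mutant replicate 2 (-0.95), among other fits. The cardiac muscle markers reversed to -0.23 without control replicate 2, past the threshold, and were not past it without mutant replicate 1 (-0.082) or mutant replicate 3 (0.21). In fry, and with an estimated correlation, 0 of the 20 lists had an adjusted p under 0.05. The other 10 lists had mean differences from -0.69 (mesothelial markers) to 0.22 (red blood cell markers, which include Hba-a1) and adjusted p-values of at least 0.0626. Leaving out one library took 5 of them past the threshold in some fits, including 3 of the 6 fits for the TGF-beta targets. The mesothelial markers went past it in opposite directions, at -1.19 without control replicate 1 and 0.88 without control replicate 2. The neutrophil markers, with a difference of -0.14 over all libraries, went past it at 1.05 without control replicate 1 and 0.11 without mutant replicate 1. The cartilage markers went past it at -0.27 without control replicate 2, and the red blood cell markers at 0.69 without mutant replicate 1. With the cardiac muscle, Y-linked and smooth muscle scores as covariates, the immediate early and heat shock genes had differences of 0.35, 0.32 and 0.35 and the lymphocyte markers 0.94, 1.00 and 1.30, all past the threshold. What lies behind the differences of these lists was not tested further.

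Xist, which is read from the inactive X chromosome of females, and 4 genes of the Y chromosome (Ddx3y, Uty, Kdm5d and Eif2s3y) differed between libraries within each group. Control replicate 1 and mutant replicate 1 had 2920 and 3061 counts of Xist and at most 36 counts of the Y-linked genes. Control replicates 2 and 3 had 9158 and 8402 counts of the Y-linked genes and at most 29 of Xist. Mutant replicates 2 and 3 had both, 777 and 372 counts of Xist with 5466 and 5451 of the Y-linked genes. In these libraries Xist stood at 34.5% and 20.5% of its mean level in control replicate 1 and mutant replicate 1. The Y-linked genes stood at 75.9% and 93.9% of their mean level in control replicates 2 and 3. The lowest of these values of Xist, 20.5%, argues against a single male animal, the lowest of the Y-linked genes, 75.9%, against a single female animal, and the highest of Xist, 34.5%, against an animal with 2 X chromosomes and a Y chromosome. The sums of the shares, 110% and 114%, are consistent with tissue of animals of both sexes in one library. Whether this came from the dissection or from the library preparation was not tested.

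Reads of the alpha globin genes Hba-a1 and Hba-a2 changed places between libraries. In control replicate 3 and mutant replicate 3, Hba-a1 had 0 counts and Hba-a2 had 124177 and 113713. In the other libraries Hba-a1 had from 45675 to 396875 counts and Hba-a2 at most 1. At least 99.997% of the reads of both genes were in one copy in each library, consistent with reads shared between near-identical genes and assigned to one of them. In all, 6 genes had at least 1000 counts in one library and at most 3 in another, and all were named after their values were seen: Amd1, Ccl21a, Gm1987, Gm9781, Hba-a1 and Hba-a2.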
